# Transcriptomic Profiling of Egg Quality in Sea Bass (*Dicentrarchus labrax*) Sheds Light on Genes Involved in Ubiquitination and Translation

**DOI:** 10.1007/s10126-017-9732-1

**Published:** 2017-02-08

**Authors:** Daniel Żarski, Thaovi Nguyen, Aurélie Le Cam, Jérôme Montfort, Gilbert Dutto, Marie Odile Vidal, Christian Fauvel, Julien Bobe

**Keywords:** Microarray, Genomics, Transcriptomics, Aquaculture, Controlled reproduction

## Abstract

Variable and low egg quality is a major limiting factor for the development of efficient aquaculture production. This stems from limited knowledge on the mechanisms underlying egg quality in cultured fish. Molecular analyses, such as transcriptomic studies, are valuable tools to identify the most important processes modulating egg quality. However, very few studies have been devoted to this aspect so far. Within this study, the microarray-based transcriptomic analysis of eggs (of different quality) of sea bass (*Dicentrarchus labrax*) was performed. An Agilent oligo microarray experiment was performed on labelled mRNA extracted from 16 batches of eggs (each batch obtained from a different female) of sea bass, in which over 24,000 published probe arrays were used. We identified 39 differentially expressed genes exhibiting a differential expression between the groups of low (fertilization rate < 60 %) and high (fertilization rate > 60 %) quality. The mRNA levels of eight genes were further analyzed by quantitative PCR. Seven genes were confirmed by qPCR to be differentially expressed in eggs of low and high quality. This study confirmed the importance of some of the genes already reported to be potential molecular quality indicators (mainly *rnf213* and *irf7*), but we also found new genes (mainly *usp5*, *mem-prot*, *plec*, *cenpf*), which had not yet been reported to be quality-dependent in fish. These results suggest the importance of genes involved in several important processes, such as protein ubiquitination, translation, DNA repair, and cell structure and architecture; these probably being the mechanisms that contribute to egg developmental competence in sea bass.

## Introduction

One of the biggest obstacles in intensive aquaculture practice is highly variable and unpredictable gamete quality, with eggs being the highest concern (Bobe and Labbé 2010; Żarski et al. 2011). Up to now, there has been no clear husbandry protocol that could lead to the selection of spawners yielding high quality eggs. This is due to the great difficulty in identifying factors affecting egg quality in finfishes. This, in turn, is caused by the lack of clear and reliable egg quality indicators which, when available, could help in understanding the mechanisms determining eggs of high or low quality and identifying the traits which characterize “good” or “bad” spawners (Bobe and Labbé 2010; Żarski et al. 2012; Migaud et al. 2013).

By definition, egg quality is the ability of the egg to be fertilized and subsequently developed into a viable “normal embryo” (Bobe and Labbé 2010). The objective and precise evaluation of egg quality is one of the most important steps of the culture process, allowing the allocation/discarding of particular batches of eggs for/from further culture procedures (Migaud et al. 2013; Schaerlinger and Żarski 2015). Additionally, it enables the investigation of the effects of specific farming practices (e.g., the feeding regime of the broodstock, photothermal regimes applied, or the procedure of the induction of ovulation) on egg quality (Bromage et al. 1992; Brooks et al. 1997; Bobe and Labbé 2010). This has caused the development of several biological and biochemical indicators of egg quality, allowing the general discrimination of eggs of high or low quality. These include, among others, blastomere morphology (Bobe and Labbé 2010), oil droplet distribution (Mansour et al. 2007), oil droplet fragmentation (Żarski et al. 2011), cortical reaction intensity (Żarski et al. 2012), egg swelling intensity (Lahnsteiner et al. 2001), pH and electrical conductivity of the ovarian fluid (Lahnsteiner et al. 1999, 2001; Skaalsvik et al. 2015), causing the turbidity of water by the batch of eggs (Mansour et al. 2007), the floating ability of pelagic eggs (Carrillo et al. 1989), as well as egg nutritional constituents, including fatty acid profiles (Lahnsteiner et al. 1999; Henrotte et al. 2010). Most of these indicators are, however, valid only in particular species or under particular farming conditions (Ciereszko et al. 2009) or both. Therefore, the only generally reliable true assessment of egg quality may still be performed at different steps of embryonic development to evaluate developmental success and conformity.

The transcriptomic profile of eggs is one of the emerging tools allowing the improvement of husbandry practices in aquaculture (Bonnet et al. 2007; Bobe and Labbé 2010; Mommens et al. 2014; Chapman et al. 2014). Considering that the entire oogenesis in finfishes is a long-lasting process during which the oocytes are subjected to a number of morphological, biochemical, and molecular changes, the final characteristics of an ovulated egg are a specific “summary” of the oogenesis course (Lubzens et al. 2010; Chapman et al. 2014). This also applies to transcriptomic profiles, which were found to significantly differ between particular phases of oogenesis (Lanes et al. 2013) and in response to different life history traits or different husbandry practices (Bonnet et al. 2007). Therefore, the structure of maternally inherited messenger RNAs (mRNAs) contained in the egg upon ovulation can be considered as a result of previous events (Gohin et al. 2010). Until now, only a few studies have focused on the transcriptomic profile of ovulated eggs and its relation to the developmental competence of the eggs. This research was performed in rainbow trout, *Oncorhynchus mykiss* (Walbaum) (Aegerter et al. 2005; Bonnet et al. 2007), Atlantic halibut, *Hippoglossus hippoglossus* (L.) (Mommens et al. 2010, 2014), Atlantic cod, *Gadus morhua* L. (Lanes et al. 2012; Rise et al. 2014), and recently in striped bass, *Morone saxatilis* (Walbaum) (Chapman et al. 2014).

To investigate the molecular determinants of egg quality in finfishes, highly expressed genes with the highest differences in expression value (fold change) between eggs of high and low quality were searched for. It is generally agreed that the expression of a single gene is unlikely to be a reliable egg quality indicator valid in a wide range of situations. Some authors have already indicated that at the molecular level egg quality is probably characterized by a suite of genes for which variation and/or a particular pattern expression would reveal the real transcriptomic profile of a “good” and/or “bad” egg (Chapman et al. 2014; Rise et al. 2014; Sullivan et al. 2015). To this end, further large scale transcriptomic studies are required to identify the best candidate genes, presumably contributing to our better understanding of the molecular mechanisms standing behind the developmental competence of eggs.

Sea bass, *Dicentrarchus labrax*, is one of the most important cultured species in the Mediterranean Sea basin (Shields 2001). Its aquaculture has been constantly developing for the last 30 years, and a major production increment was observed within the last two decades. From the very beginning, controlled reproduction was one of the most important constraints and was therefore intensively studied in this species (e.g., Mylonas et al. 2003), while egg quality was specifically investigated in several studies (Devauchelle and Coves 1988; Carrillo et al. 1989; Cerdá et al. 1994, 1995). The protein composition (Carnevali et al. 1998) of eggs of varying quality, as well as comparable proteomic analysis of eggs obtained from domesticated and wild females (Crespel et al. 2008), was also studied in sea bass. To date, there has been no large scale (i.e., genome wide) transcriptomic analysis of the eggs of this species characterized by different quality.

In the present study, the comparative analysis of the transcriptomic profile (microarray analysis of total mRNA obtained from 16 egg batches) of sea bass eggs, obtained after the application of standardized reproductive protocol, and biological egg quality was performed. Additionally, the relative abundance of the mRNAs of eight genes was verified by quantitative PCR analysis. Gene ontology analysis of differentially expressed genes was performed to identify the main biological processes regulated at the transcriptomic level, as being possibly related to egg quality.

## Material and Methods

### Artificial Spawning and Fertilization

For the experiment, 48 females of cultured European sea bass females (with average weight of 2.90 kg ± 1.1 SD) were reproduced at IFREMER experimental station of Palavas, France (experimentation agreement C34-19266), and resulting from a standard protocol including female stimulation, artificial spawning, artificial fertilization, and incubation of the embryos as follows. During the spawning season, female genital state was regularly controlled through the observation of an ovarian biopsy. The maturation stage of each female was determined according to Fauvel and Suquet (1998). Only females at postvitellogenic stage were chosen for further procedures and subject to intramuscular (at the dorsal musculature, behind the dorsal fin) injection of LHRHa (D-Trp^6^, SIGMA) solution at a dose of 10 μg kg^−1^.

After induction, females were individually kept indoor in 1-m^3^ tanks at a temperature of 12.9–13.5 °C, salinity of 34.8–36.2 ppt, pH of 7.9–8.1, and photoperiod of 8/16 (light/dark). After ovulation (occurring between 68 and 75 h following hormonal injection), the eggs from each female separately were stripped exhaustively into dry containers the time after stimulation and the total volume of the collected egg batch was recorded. Then, eggs were dispatched into aliquots for different treatments. One portion of 500 μl (approx. 500 eggs) was deep frozen in duplicate in liquid nitrogen and stored at −80 °C until molecular analysis. Batches of 5 ml of eggs were fertilized in triplicates with an aliquot of cryopreserved sperm. For that purpose, a mixture of sperm obtained from 20 males was dispatched into straws and cryopreserved according to the method of Fauvel et al. (1998) what allowed to cover the needs for all the crosses in order to exclude possible paternal effect in the analysis of embryonic development course (Saillant et al. 2001). During fertilization, the amount of sperm was always adjusted to 2 · 10^5^ of spermatozoa per egg, as recommended by Fauvel et al. (1999). Fertilization was performed with seawater as an activating solution.

### Investigation of the Early Development of Embryos and Larvae and Determination of Egg Biological Quality

Just after the fertilization (approx. 2 min), aliquots of 2.5 ml of eggs from each female were transferred into beakers and incubated in seawater at 14 °C for 3 h. After that period, the second cleavage was already completed and all the developing embryos had reached the four-cell stage. At this stage (3 h post-fertilization, HPF), developing and non-developing eggs were counted allowing first estimation of fertilization rate. From each batch, 72 developing eggs were separated and dispatched into microwell plates as described by Panini et al. (2001) in order to determine the developmental success of each egg separately after 3 and 4 days of incubation (3 and 4 days post-fertilization, DPF) as well as hatching rate (5 DPF). The incubation was conducted in seawater at a temperature ranging between 13.3 and 14.4 °C and with salinity of 35.7–36.1 ppt.

For the transcriptomic analysis, 16 egg batches were chosen, among which 8 batches represented high and 8 batches low egg quality groups. Each group was chosen taking into account two evaluation steps. The first step involved morphological evaluation of the external appearance of the eggs aimed at avoiding taking for further analysis the ones characterized by extreme abnormalities such as overripening signs. This allowed to consider for further analysis egg batches having “normal” morphology (as it is typically performed in aquaculture practice). Next, the choice of the egg samples for further analysis was based on evaluation of developmental competence of the eggs, where finally fertilization rate at 3 HPF, with 60 % of fertilization rate considered as the threshold value between the groups, was used. This threshold was chosen, however, on the basis of the developmental competence observed throughout embryonic development and hatching. For example, the neighboring samples (L7 and H1) were characterized by ∼10 % differences in fertilization rate but also over 25 % in hatching rate. The differences between the groups were checked with Mann-Whitney *U* test (Statistica, v.12, StatSoft, USA) at a significance level of 5 % (*p* < 0.05).

### RNA Extraction

RNA extraction was performed with the use of TRI Reagent as previously described for rainbow trout (Bonnet et al., 2007). Briefly, the RNA from 16 batches of eggs was extracted each time from about 0.2 ml of eggs by using 3 ml of TRI Reagent. A NanoDrop® NP-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) was used to measure the quantity of the RNA samples. The quality of the RNA samples was checked using a 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, USA), and samples with RIN value higher than 8.5 were used for further analysis.

### Microarray Analysis

Sea bass gene expression profiling was conducted using an Agilent 8x60K high-density oligonucleotide microarray (GEO platform no. GPL22152). Labeling and hybridization steps were performed following the “One-Color Microarray-Based Gene Expression Analysis (Low Input Quick Amp labeling)” Agilent protocol. Briefly, for each sample, 150 ng of total RNA was amplified and labeled using Cy3-CTP. Yield (>1.65 μg cRNA) and specific activity (>9 pmol of Cy3 per μg of cRNA) of Cy3-cRNA produced were checked with the Nanodrop. Of Cy3-cRNA, 1.65 μg was fragmented and hybridized on a sub-array. Hybridization was carried out for 17 h at 65 °C in a rotating hybridization oven prior to washing and scanning with an Agilent Scanner (Agilent DNA Microarray Scanner, Agilent Technologies, Massy, France) using the standard parameters for a gene expression 8x60K oligoarray (3 μm and 20 bits). Data were then obtained with the Agilent Feature Extraction software (10.7.1.1) according to the appropriate GE protocol (GE1_107_Sep09) and imported into GeneSpring GX software (Agilent Technologies, Santa Clara, CA, USA) for analysis. Data were published at the NCBI’s Gene Expression Omnibus (Edgar et al. 2002) and are accessible through GEO series accession number GSE84559. Samples were randomly distributed on the microarray for hybridization. The gene expression data was scale normalized and log(2) transformed before the statistical analysis.

Differentially expressed genes between the groups representing high (samples H1–H8) and low (samples L1–L8) egg quality were identified with the use of GeneSpring GX software. Due to the hybridization failure of two egg samples (one sample representing low and one sample representing high egg quality) for further analysis of the microarray data, only 14 samples were taken into account. The differences between the groups were analyzed with unpaired *t* test after application of minimum twofold change filter with the significance level of 5 % (*p* < 0.05). Next, normalized log(2)-transformed expression values as well as raw signal data were exported to MS Excel software where they were filtered according to the raw signal, i.e., only the genes for which raw signal of more than 50 % samples was above 50 was taken for further analytical steps. Average linkage clustering analysis (Gene Cluster 3.0) was performed for the differentially abundant genes (unsupervised linkage) and in relation to egg quality (supervised linkage).

### Reverse Transcription and Real-Time qPCR

Reverse transcription PCR was performed with the Maxima® First Strand cDNA Synthesis Kit (Thermo Scientific) according to the manufacturer’s protocol. Briefly, 2 μg of total RNA was mixed with 4 μl of 5X Reaction Mix and 2 μl Maxima Enzyme Mix. Next, the content of each tube was filled up to 20 μl with nuclease-free water. The samples were then gently mixed, centrifuged, and incubated for 10 min at 25 °C followed by 30 min at 50 °C. The reaction was terminated at 85 °C for 5 min.

Real-time qPCR was performed using the Step One Plus system (Applied Biosystems, Foster City, USA). Reverse transcription products were diluted to 1:20 and 4 μl was used for real-time PCR, using GoTag® qPCR Master Mix (Promega, Madison, WI, USA) and 1500 pmol of each primer (Table 1). The enzyme was activated 2 min at 95 °C, followed by 40 cycles of denaturation at 95 °C for 15 s, and annealing and elongation at 60 °C for 1 min. After amplification, a melting curve was performed according to the manufacturer’s recommendations to check the amplification specificity. Relative expression was normalized using the geometric mean of expression values recorded by qPCR of the six genes exhibiting the most stable expression level. For each sample, the expression level of each gene was analyzed in triplicates. Finally, the data between the groups (representing low and high egg quality) were analyzed with the Mann-Whitney *U* test (Statistica, v.12, StatSoft, USA). Differences between groups were considered significant when *p* < 0.05. With real-time qPCR, 8 genes for all the 16 samples were analyzed.

**Table 1:** The primer sequences used for real-time qPCR of RNA obtained from the eggs of European sea bass characterized by different quality

Symbol	Forward sequence	Reverse sequence
Differentially expressed genes		
*polk*	GCAAAGAAACTCTGCCCCAA	CCGGATCTCATTGCACACAG
*rab2a*	GGCTTTCATCAACACAGCCA	GGAGTTGGTGGTAGGATGCT
*irf7*	CTAACCGTCTCCAGCTCCAT	CAGTGGATGGGAAGCAGAGA
*usp5*	AGAAGGATCAGCAGTGGGTC	GCTCCCTCCCTTGTCTCATT
*kctd12*	GGAGTGTGCTTGCATTGTCA	CTTATCCACCACACCCCTCA
*plec*	TCCTCTCAGTCCAGCAAAGG	ATCCTGTCCTTGAGCCAGTC
*hy-prot(1)*	GGTAGCCCTGCCCTTCTTAA	TTAGTGGGCTGCATCCTCAA
*mem-prot*	ACGTTCTGTCGTGCCTCTCT	TGCAGAGGGCTTTTGCTATT
Most stable genes		
*hspa14*	GTGCCTGAGGAAGAGTCTGT	CCCGATGGAAGGAGAACAGT
*cops3*	GCCTTGGAGCAGTTTGTGAA	TTGATCAACTCGCACAGCTG
*mtif3*	CACCATGCACCGTCTAGTTG	TTTGTGTTCACTGACCAGCG
*eif3ea*	CTCACCACCAAAATTGCCCA	GCGAAGTCCACCATGTTTGT
*hectd3*	AGCCGCACTCAAAGGAAAAG	CAGAGTCTACAGCGGGGAAA
*eif3e*	AGAGCACCAAGAACGAGACA	TCCATCTTGCTTGAGTCGCT

Differentially expressed genes refer to the ones exhibiting different mRNA abundance between the groups representing “low” and “high” egg quality. Most homogenized genes are the ones used for the data normalization. For each gene symbol, the protein is provided according to the iHOP database or specific abbreviation was introduced (explained in the footnote of the table). Numbers in parenthesis represent number of subsequent gene, when more than one gene with the same name was identified

*hy-prot* hypothetical protein, *un-prot* uncharacterized protein, *n-f* protein was not found, *mem-prot * membrane protein

### Data Mining

All the differentially expressed genes as well as genes which expression level highly correlated with the fertilization rate were identified using Basic Local Alignment Search Tool (BLAST). For this purpose, expressed sequence tag (taken for the microarray design) search was performed with standard nucleotide BLAST tool (BLASTN) followed by translated BLAST tool (BLASTX). The official gene symbol ontology of the identified genes was obtained using the UniProt Knowledgebase (UniProtKB).

## Results

### Biological Quality of Eggs

The mean fertilization rate observed at 3 HPF in the group characterized by low egg quality was significantly lower (*p* < 0.05) than in the group representing high egg quality. This was observed throughout development until hatching, where significant differences between the groups were also observed (Fig. 1a). The fertilization and hatching rates, when only fertilized eggs (the first cell cleavages were noticed at 3 HPF) were taken for further incubation, did not reveal any differences in terms of the developmental competence of the embryos up to the larval stage (Fig. 1b). The results of the biological evaluation of egg quality confirmed the relevance of the estimation of the fertilization rate at 3 HPF, which was then considered as the quality indicator used for the identification of groups of high and low egg quality.

**Fig. 1:**
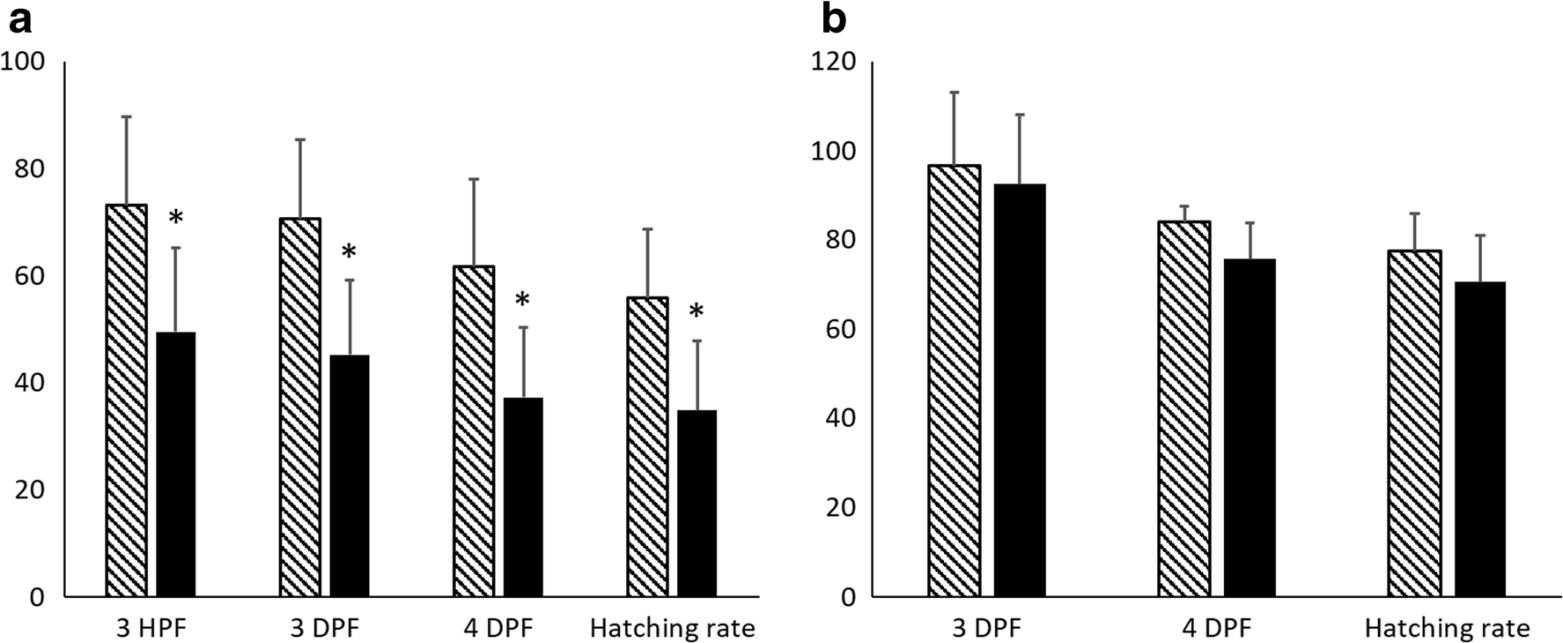
Fertilization (*HPF* hours post-fertilization, *DPF* days post-fertilization) and hatching rates of embryos of European sea bass representing high (*gray bars*) and low (*black bars*) egg quality. **a** Fertilization and hatching rate was calculated taking into account all the eggs used for fertilization from each batch. **b** Fertilization and hatching rate was calculated only for the eggs which started to develop at third HPF. Data marked with *asterisk* were statistically different (*p* < 0.05)

### Microarray Analysis

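An ovulated fish egg holds the mRNAs that its mother laid down during oogenesis, and early cleavage runs on these stores. Each egg batch came from a different female, so an array reports the store of 1 female's eggs, and batches are the replicates. Cy3-labelled copies of the egg RNA were hybridized to an array of 24200 sea bass probes, each 60 nt long, where the brightness of a probe rises with the abundance of its transcript.
Values were computed from 14 arrays. There were 7 egg batches of high quality (H1 to H7) and 6 of low quality (L1 to L4, L6 and L7). The labels give L2 to 2 arrays, which were averaged and counted as 1 batch, and L5 was not analysed here. Between 66.9% and 76.9% of the spots (median 70.5%) were well above background on the arrays of high quality batches, and between 63.8% and 88.5% (median 66.5%) on those of low quality batches. The number of arrays limits the precision of every value. The authors' scanner software subtracted the background from each spot and corrected trends across the array, and the authors then scaled each array to a common median and took log2 values. Here the log2 signals of the scanner files were averaged over the spots of a probe, without outlier spots, and set relative to the 75th percentile of the array. Probes were tested when the processed signal was above 50 in more than 50% of the batches, which left 13220 probes. Differences between the groups were tested with limma and adjusted by Benjamini and Hochberg, and single genes also with an exact two-sided permutation test over the 1716 ways to divide 13 batches into groups of 7 and 6. The arrays lay on 2 slides, each with batches of both groups. The array files hold no gene names. Genes were found by matching the primers of Table 1 to the probe sequences, which named probes for 7 of the 14 genes, 4 of them in the panel of differentially expressed genes and 3 among the most stable genes.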

The microarray analysis resulted in the identification of 461 differentially expressed genes between the groups representing low and high egg quality. However, in only 39 genes more than 50 % of the samples exhibited raw signal above 50. Therefore, only those 39 genes were considered in further analysis. 

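A transcript that differs between eggs of high and low quality can be read as part of the store that carries the embryo through cleavage, or as a trace of how the egg was formed. How many transcripts differ depends on how large the difference is against the spread between females. A 2-fold difference between group means and an unadjusted p under 0.05 from the methods' unpaired test were passed by 103 of the 24200 probes. Of these, 24 had more signal in high quality eggs and 79 had less. The direction depended on the scaling, with 58 more and 25 less after quantile normalization and 36 more and 32 less with mean scaling, and with the sample numbers as a block it was 31 more and 30 less. It also depended on single batches, with 51 more and 29 less without L7, and the count rose to 284 without L1 and to 263 without H1. The filter on signal, applied to the processed signal, removed 87 of the 103. The 16 probes left were 13 with more signal and 3 with less signal in high quality eggs, and joining probes whose sequences overlap made them 13 transcripts. Leaving out 1 batch gave between 8 probes (without L6 or without L7) and 33 (without L3), and without H2 the direction turned to 4 with more and 6 with less signal. Of the 16, 1 could be named, the membrane protein gene mem-prot.
Over the 13220 tested probes, limma gave 0 probes with an adjusted p under 0.05, and the smallest adjusted p was 0.695. An unadjusted p under 0.05 was reached by 911 probes in limma (397 higher and 514 lower in high quality eggs) and by 882 in the methods' test, where 661 are expected by chance. With median scaling limma's unadjusted count was 407, and with the authors' table 392, both under the count expected by chance. It was 1514 with slide as a block, 1333 with array quality weights and 1783 without L3. In simulated data with the same spread between batches and 200 changed probes in each run, limma found 82.2% of 2-fold changes. The rule of a 2-fold difference and unadjusted p found 48.6%, a share set by its cutoff, since changes of exactly 2-fold fall on either side of it. Fewer changed probes were not simulated, and adjustment is harder to pass then. The 82.2% is thus not what limma could find in the real comparison. Among probes without a gene name, CUST_2195_PI415922062 had the smallest limma p of those higher in high quality eggs, with a log2 fold change of 0.78 (standard error 0.152, limma adjusted p = 0.695), followed by CUST_1627_PI415922062 with 0.84. Among those lower in high quality eggs, CUST_6104_PI416070213 fell by 0.54 and CUST_18392_PI416070213 by 0.85 on the log2 scale. For CUST_18392_PI416070213 every high quality batch lay below every low quality batch (exact permutation p = 0.000583, the smallest that 7 batches against 6 allow). It was picked from 13220 tested probes for its small limma p, so this exact p is not separate support. Its limma adjusted p was 0.695.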

Unsupervised average linkage clustering revealed four clusters distinguishing groups of low and high egg quality, as well as under- and over-expression patterns of the analyzed genes. 

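Clustering joins egg batches whose transcripts rise and fall together, so it shows whether the eggs of different females fall into the groups set by their fertilization. The probes that define the clusters decide what it can show, since probes picked for a difference between the groups will tend to part them. Average linkage clustering on gene-centred values was run on the 16 probes past the thresholds on fold, p and processed signal. This set was chosen after the data were seen, because the genes of Fig. 2 are not tied to probes in the files. At 2 clusters, 12 of the 13 batches stood with their own quality group and 1, H4, stood among the low quality batches. H4 was closest to L3, with a correlation of 0.95 over these probes. The same batch stood apart with Euclidean distance, with uncentred correlation, with median scaling and with the arrays of L2 taken as separate samples. On the 13183 tested probes with a value in every batch, which were not picked for a difference, 4 batches stood with the other group at 2 clusters (H1, H3, H7 and L3). On those probes 9 of the 13 batches were closer on average to their own group than to the other one, and for 7 of the 13 the closest batch had the same quality. The clustering took no account of the slides, and its 2 clusters followed them for most batches. The smaller cluster held H5, H6, L3, H2 and H4, all on slide 2 except H6. In the larger one, L1, H1, L7, H3 and H7 lay on slide 1, L4 and L6 on slide 2, and L2 on both. H1, H3 and H7, which stood with low quality batches, thus lay on slide 1. L3 lay on slide 2 with H2, its closest batch.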

Two samples were clustered into not originally assigned groups, i.e., sample L6, initially assigned to the group of low egg quality, was clustered together with the high egg quality samples. Similarly, sample H1, which was originally assigned to the high egg quality group, was clustered together with low egg quality samples (Fig. 2). 

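L6 and H1 lie near the middle of the order of fertilization, where the quality groups meet. On the arrays, L6 was the next to last of the low quality batches in that order, and H1 the first of the high quality ones. On the 16 probes past the thresholds, L6 had a mean correlation of 0.03 with the other low quality batches and of -0.35 with the high quality batches, and the batch closest to it was L1. H1 had a mean correlation of 0.10 with the other high quality batches and of -0.30 with the low quality batches, and the batch closest to it was H6. On all tested probes the closest batch to H1 was L7 (r = 0.36 across probes, which are not independent replicates) and the closest to L6 was L4 (r = 0.34). H1 and L7 lay on slide 1, and L6 and L4 on slide 2. At a limma adjusted p under 0.05, 119 probes differed between the slides and 0 between the quality groups. For L6 and L4, nearness through the slide and nearness of the eggs cannot be told apart. For H1 and L7 a source in the arrays is open as well, since both were outlying. Their shares of outlier spots were 3.13% and 2.27%, each above every other batch of its group. Slide, array and eggs cannot be told apart for the nearness of these 2.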

Supervised (according to the fertilization rate) average linkage clustering of the same genes clustered genes in the same order (Fig. 2). Three samples characterized by the lowest (L1–L3) and four by the highest quality (H4–H7) were grouped at the extreme edges of the cluster, being therefore in agreement with the unsupervised linkage. Among the samples characterized by moderate quality (between 50 and 75 % of FR), changes in positioning were observed, in comparison to unsupervised linkage, with only two samples (L6 and H1) changing their position for more than two (Fig. 2). Descriptions and ontology of all the differentially expressed genes are presented in Table 2.

**Fig. 2:**
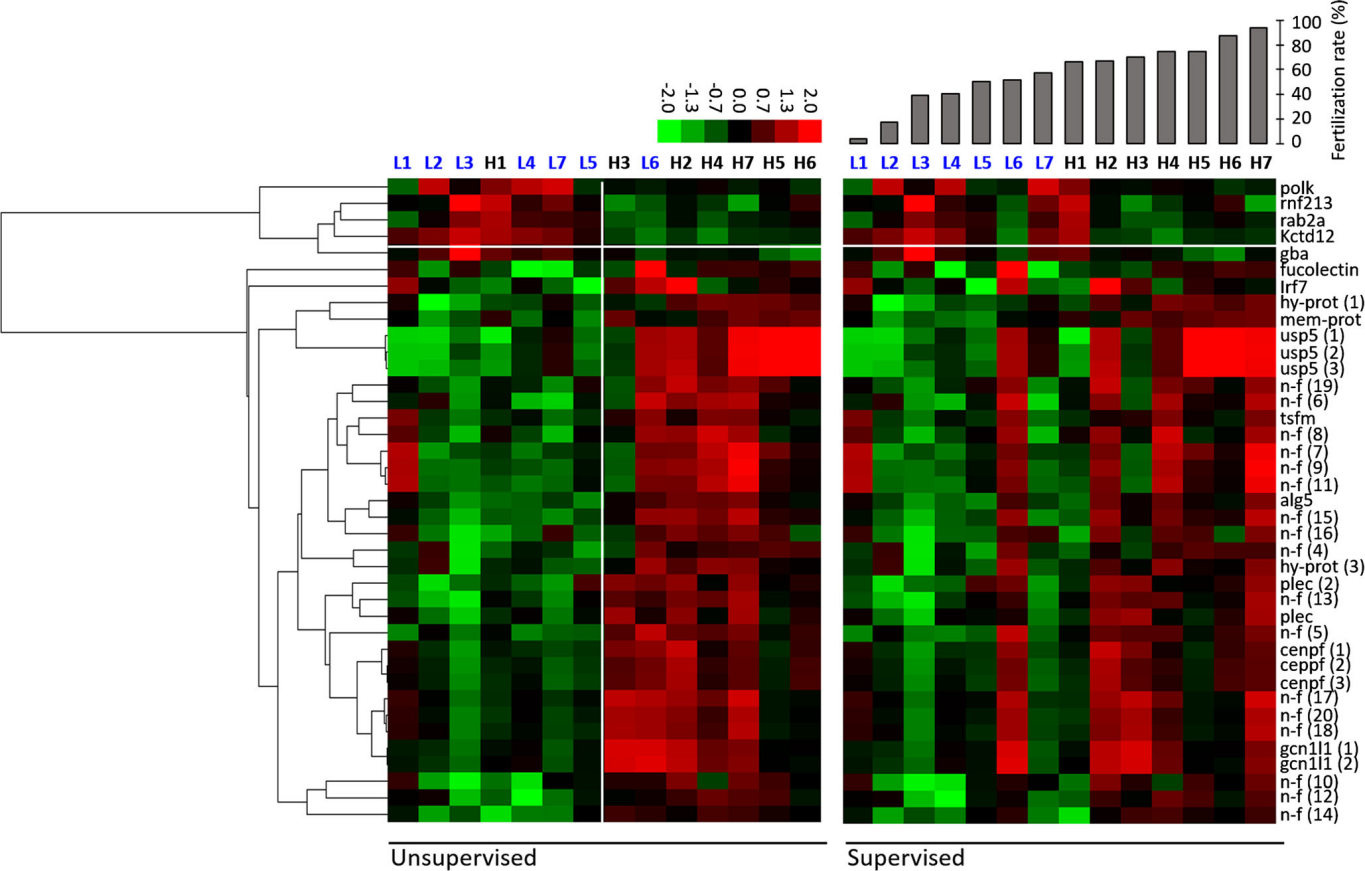
Unsupervised (*on the left*) and supervised (*on the right*) average linkage clustering of 39 differentially expressed genes. Supervised clustering was performed according to the fertilization rate (diagram above the respective samples) recorded 3 HPF. Each *row* represents the same gene with symbol given on the right-hand side. Each *column* represents a RNA sample with its symbol provided above the respective column. Samples annotated with *black font* (H1–H7) represented high quality group, whereas samples annotated with *blue font* (L1–L7) represented low egg quality group. Expression level for each gene is presented using color intensity scale, where *red* and *green* represents over- and under-expression levels, respectively. *Black color* represents median abundance of the gene

**Table 2:** Gene symbol, description, GenBank number (or NCBI Reference Sequence number for the PREDICTED proteins), and Gene Ontologies (with UniProtKB accession no.) of all the genes found to be differentially expressed (on the base of microarray analysis) when groups of “high” and “low” egg quality were compared, genes which were highly correlated with the egg fertilization rate as well as the most homogenized genes (used for qPCR data normalization)

Symbol^a^	Description^b^	GenBank accession no.	GenBank/NCBI reference sequence	UniProtKB/Swiss-Prot Gene Ontology			UniProtKB accession no.
				function	Process	Component	
Differentially expressed genes							
*polk*	DNA polymerase kappa	FM009023	KKF10166	DNA binding, DNA-directed DNA polymerase activity, transferase activity	DNA repair, translesion synthesis, nucleotide-excision repair, DNA gap filling	Nucleus, nucleoplasm	Q9UBT6
*rnf213*	E3 ubiquitin-protein ligase RNF213	FM016314	XP_008298790	Ubiquitin-protein transferase activity, protein binding	Protein ubiquitination	Cytoplasm, nucleolus, membrane	Q63HN8
*rab2a*	Ras-related protein Rab-2A	FM000715	XP_008332898	GTPase activity, protein binding, GTP binding	Mitotic cell cycle, intracellular protein transport, metabolic process	Nucleus, Golgi membrane, endoplasmic reticulum, membrane	P61019
*kctd12*	BTB/POZ domain-containing protein KCTD12	FM024677	XP_008308481	Poly(A) RNA binding	Regulation of G protein-coupled receptor protein signaling pathway, protein homooligomerization	Plasma membrane, presynaptic membrane, synapse	Q96CX2
*gba*	Glucosylceramidase	FM021788	XP_010748685	Glucosylceramidase activity, receptor binding, hydrolase activity	Response to hormones (testosterone, estrogen, glucocorticoid) and pH, metabolic process (lipid, carbohydrate, sphingolipid, glycosphingolipid)	Lysosome membrane, lysosome lumen	P04062
*plec(2)*	Plectin-like isoform X5	FM008272	XP_011603659	Protein binding, poly(A) RNA binding	Cellular component disassembly involved in execution phase of apoptosis, programmed cell death, apoptotic process	Cytoplasm, plasma membrane	Q15149
*plec(1)*	Plectin-like isoform X3	FM004961	XP_010767028	Protein binding, poly(A) RNA binding	Cellular component disassembly involved in execution phase of apoptosis, programmed cell death, apoptotic process	Cytoplasm, plasma membrane	Q15149
*usp5(1)* *usp5(2)* *usp5(3)*	Ubiquitin carboxyl-terminal hydrolase 5	FM016194	XP_010733307	Ubiquitin-specific protease activity, protein binding, metal ion binding, hydrolase activity, cysteine-type peptidase activity	Ubiquitin-dependent protein catabolic process, positive regulation of proteasomal ubiquitin-dependent protein catabolic process, protein K48-linked deubiquitination	Lysosome	P45974
*cenpf(1)* *cenpf(2)* *cenpf(3)*	Centromere protein F (No. 1)	FM016762	XP_010730622	Protein binding, protein homodimerization activity, transcription factor binding	Regulation of G2/M transition of mitotic cell cycle, chromosome segregation, metaphase plate congression, kinetochore assembly, regulation of striated muscle tissue development	Chromosome centromeric region, kinetochore, nucleus, cytosol	P49454
*mem-prot*	–	FM024907	WP_038038408	n/a	n/a	n/a	n/a
*hy-prot(3)*	–	FM013574	WP_033116978	n/a	n/a	n/a	n/a
*hy-prot(1)*	–	FM005046	WP_030404274	n/a	n/a	n/a	n/a
*tsfm*	TSFM Ts translation elongation factor, mitochondrial	FM024343	KKF32528	Translation elongation factor activity	Translational elongation	Mitochondrion	B5X5B4
*irf7*	Interferon regulatory factor 7	FM005989	KKF30244	Protein binding, DNA binding, RNA polymerase II core promoter proximal region sequence-specific DNA binding transcription factor activity	Regulation of adaptive immune response, regulation of transcription, DNA-templated, regulation of innate immune response	Nucleus, cytoplasm	P70434
*gcn1l1(1)* *gcn1l1(2)*	Translational activator GCN1 (No. 1)	FM024347	KKF24933	Translation factor activity, RNA binding	Regulation of translation	Cytoplasm, ribosome, membrane	Q92616
*fucolectin*	Fucolectin-4	FM025664	KKF16053	Fucose binding, carbohydrate binding, calcium ion binding, metal ion binding	Regulation of complement activation, lectin pathway, regulation of cellular defense response, regulation of innate immune response	Extracellular region	Q9I928
*alg5*	Dolichyl-phosphate beta-glucosyltransferase	FM024334	KKF15163	Transferase activity, transferring glycosyl groups	Protein glycosylation, post-translational protein modification, transferase activity	Endoplasmic reticulum, endoplasmic reticulum membrane	Q9Y673
*n-f(4)*	–	FM024309	–	–	–	–	–
*n-f(5)*	–	FM027632	–	–	–	–	–
*n-f(6)*	–	FM028757	–	–	–	–	–
*n-f(7)*	–	FM019745	–	–	–	–	–
*n-f(8)*	–	FM015144	–	–	–	–	–
*n-f(9)*	–	FM021366	–	–	–	–	–
*n-f(10)*	–	AM984356	–	–	–	–	–
*n-f(11)*	–	FM021366	–	–	–	–	–
*n-f(12)*	–	FM007989	–	–	–	–	–
*n-f(13)*	–	FM000334	–	–	–	–	–
*n-f(14)*	–	FM002847	–	–	–	–	–
*n-f(15)*	–	FM010821	–	–	–	–	–
*n-f(16)*	–	FM001796	–	–	–	–	–
*n-f(17)*	–	FM014863	–	–	–	–	–
*n-f(18)*	–	FM014863	–	–	–	–	–
*n-f(19)*	–	FM020519	–	–	–	–	–
*n-f(20)*	–	FM014863	–	–	–	–	–
Genes exhibiting the most stable expression level							
*hspa14*	Heat shock 70 kDa protein 14	FM023807	KKF23225	Protein and ATP binding	“De novo” cotranslational protein folding	Cytoplasm, cytosol, membrane, ribosome	Q0VDF9
*cops3*	COP9 signalosome complex subunit 3	FM027858	XP_008300965	Protein binding	Ubiquitin-dependent protein catabolic process, in utero embryonic development, signal transduction, protein binding	Nucleus, cytoplasm	Q9UNS2
*mtif3*	Translation initiation factor IF-3, mitochondrial	FM022743	KKF15983	Translation initiation factor activity	Mitochondrial translational initiation	Mitochondrion	Q9H2K0
*eif3ea*	Eukaryotic translation initiation factor 3 subunit E-A	FM026913	KKF20815	Translation initiation factor activity	Regulation of translational initiation	Nucleus, cytoplasm	Q6DRI1
*hectd3*	E3 ubiquitin-protein ligase HECTD3	FM020929	KKF23624	Ubiquitin-protein transferase activity	Protein ubiquitination involved in ubiquitin-dependent protein catabolic process	Cytoplasm	Q3U487
*eif3e*	Eukaryotic translation initiation factor 3 subunit E	FP237239	XP_010738667	Translation initiation factor activity, protein binding	Regulation of translational initiation	Nucleus, cytoplasm, cytosol	P60228

Numbers in parenthesis represent number of subsequent gene, when more than one gene with the same name was identified

Specific, not described symbols: *n-f* protein was not found, *hy-prot* only sequence of hypothetical protein could be found, *mem-prot* refer to unspecified membrane protein, *un prot* only sequence for uncharacterized protein was found

^a^For all the genes, when possible, gene symbol identical to human one was given

^b^For all the genes, when possible, gene description identical to human one was given

### Real-Time qPCR Analysis

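The panel for qPCR pairs transcripts that were more abundant in high quality eggs with transcripts that were less abundant. Microarray values could be taken for 4 of its 8 genes, polk, rab2a, kctd12 and mem-prot, whose primers match probe sequences. The other 4 were not analysed here. Each of the 4 genes had 3 probes, and the one with the highest mean signal over all arrays is called the lead probe. For kctd12 and rab2a this choice leans on H1 and L7, whose arrays were outlying. On the lead probe of kctd12 they stood at 0.284 and 0.811, and on CUST_2051_PI416070213 at -1.322 and -0.974. On the lead probe of rab2a they stood at -1.723 and -1.015, and on CUST_3283_PI416070213 at -3.51 and -2.663. The lead probe of mem-prot was the only one of the 4 lead probes with an exact permutation p under 0.05 (p = 0.00291, 7 high and 6 low quality batches). For kctd12 the lead probe had p = 0.128, and the 2 others of the gene had 0.00816 and 0.00758 in the same exact test. None of the 12 probes had a limma adjusted p under 0.05. The paper picked these genes as differentially expressed on the same arrays. The exact p values therefore test again the values that picked the genes, and are not separate support.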

Among the eight genes chosen for the real-time qPCR analysis, significant differences in relative expression between the low and high egg quality groups were recorded in seven of them. However, for one gene—DNA polymerase kappa (*polk*)—qPCR revealed the opposite expression pattern from the one found during the microarray analysis (Fig. 3). 

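DNA polymerase kappa copies past damaged bases and is listed in Table 2 under DNA repair. Before the embryo's own genome is active, such repair rests on what the egg holds. The lead probe of polk, CUST_6966_PI416070213, was dim, with a median signal of 42.4 and a signal above 50 in 4 of the 13 batches, on the processed signal, from which the background is subtracted, so it did not pass the filter used here. By the mean brightness of its spots with the background left in, 11 of the 13 batches were above 50 and it passed. Its mean log2 signal was -3.87 ± 0.57 (SD, n = 7) in high quality eggs and -3.53 ± 0.89 (SD, n = 6) in low quality eggs. The log2 fold change was -0.34 (exact permutation p = 0.423), within the spread between batches. Leaving out 1 batch gave values from -0.57 (without L1) to -0.13 (without L6). L4 and L6 lay above every high quality batch, at -2.60 and -2.53, and H1 lay next to them at -2.62. The other 2 probes of polk had log2 fold changes of -0.42 and -0.21. Within slide 1 the direction turned, with a log2 fold change of 0.39 (exact permutation p = 0.543), and within slide 2 it was -0.88 (exact permutation p = 0.200).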

For ras-related protein Rab-2A (*rab2a*), qPCR did not confirm significant differences between the experimental groups. 

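Rab2A is a small GTPase on the vesicles that pass between the endoplasmic reticulum and the Golgi. The signal of its lead probe, CUST_3285_PI416070213, was -2.91 ± 0.60 (SD, n = 7) in high quality eggs and -2.62 ± 0.98 (SD, n = 6) in low quality eggs on the log2 scale. This was a log2 fold change of -0.28 (limma standard error 0.391, adjusted p = 0.860). The batches of the 2 groups overlapped, and the exact permutation p was 0.539. On this probe L7 had the highest signal at -1.02, and the log2 fold change without L7 alone was 0.04. H1, the highest of the high quality batches at -1.72, stayed in that fit. The other 2 probes had log2 fold changes of -0.22 and -0.18. On one of them, CUST_3283_PI416070213, L7 stood at -2.66, and the log2 fold change stayed negative in every alternative (-0.45 to -0.10). The difference on the lead probe was -0.33 within slide 1 (exact permutation p = 0.629). Within slide 2, where L7 does not lie, it was -0.44 (exact permutation p = 0.257).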

Descriptions and ontology of all the analyzed genes are presented in Table 2.

**Fig. 3:**
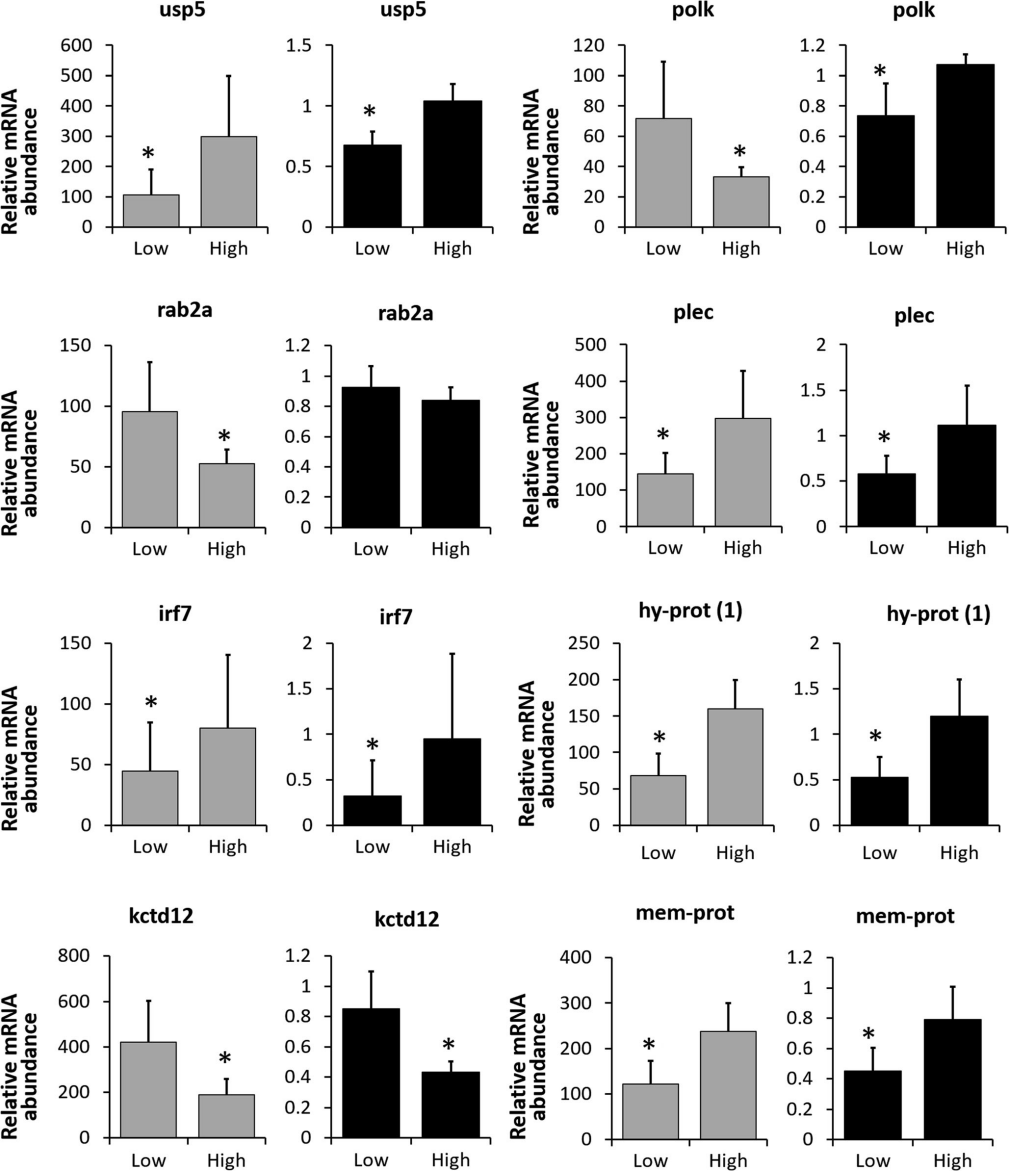
The relative gene expression level in “low” and “high” egg quality groups obtained after microarray (*gray bars*) and real-time qPCR (*black bars*) analysis. Data marked with an *asterisk* were statistically different (*p* < 0.05). Description and ontology of all the genes are presented in Table 2

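The abundance of an mRNA in eggs can differ between groups because most batches shift or because a few batches lie far off. The values of single batches, each from the eggs of 1 female, tell these apart for polk, rab2a, kctd12 and mem-prot.

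**Figure D1:**
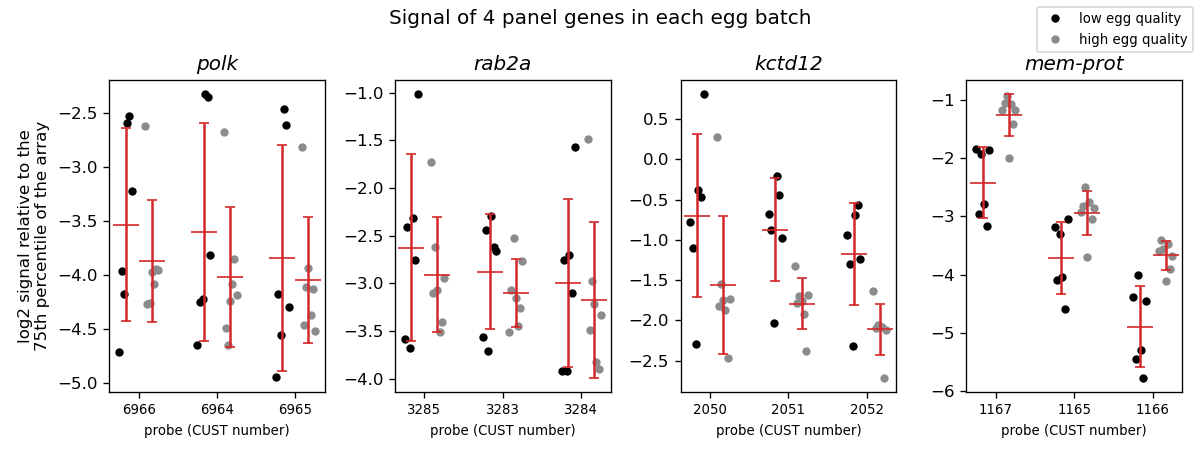
Log2 signal relative to the 75th percentile of the array for the 3 probes of each of 4 panel genes. Each point is an egg batch (black, 6 low quality batches; grey, 7 high quality batches), and red lines are the mean and SD of a group. For mem-prot, 6 of the 7 high quality batches lie above every low quality batch on each probe. For kctd12, 5 of the 6 low quality batches lie above every high quality batch on probes CUST_2051_PI416070213 and CUST_2052_PI416070213.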

### Genes Exhibiting the Most Stable Expression Level

The real-time qPCR of genes exhibiting the most stable expression level during the microarray analysis revealed similar expression patterns and stability in all the six analyzed genes. 

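Transcripts that keep a steady share of the egg's mRNA from female to female can serve as a scale for the others. Such genes are often part of translation or protein folding, as are the 3 stable genes whose probes could be named. The coefficient of variation was taken over the 13 batches on the linear scale of the scaled signal. It was 0.131 (jackknife standard error 0.0312) for hspa14, which encodes a 70 kDa heat shock protein of the ribosome, on probe CUST_19575_PI416070213. It was 0.137 (standard error 0.0288) for eif3ea on probe CUST_1377_PI416070213 and 0.142 (standard error 0.0248) for eif3e on probe CUST_1380_PI416070213, both subunits of translation initiation factor 3. Between the lowest and the highest batch, the signal differed 1.49-fold for hspa14, 1.65-fold for eif3ea and 1.56-fold for eif3e. The median over the 13183 tested probes was 0.200. A lower coefficient than that of hspa14 was found for 14.9% of them, than that of eif3ea for 17.6% and than that of eif3e for 20.3%. Among the 1000 probes closest in signal, the shares were 22.1%, 16.4% and 34.5%. With median scaling the coefficients were 0.128, 0.0958 and 0.140, and 1.46%, 0.129% and 2.90% of the tested probes had a lower one. The paper picked these genes as stable on the same arrays, which its authors scaled to a common median. Their rank with that scaling is thus not separate support. Within low and high quality batches the coefficients were 0.175 and 0.0585 for hspa14, 0.138 and 0.147 for eif3ea, and 0.141 and 0.153 for eif3e. None of the 3 differed between the quality groups beyond the spread between batches. The log2 fold change was -0.10 for hspa14 (exact permutation p = 0.335), -0.02 for eif3ea (exact permutation p = 0.862) and 0.03 for eif3e (exact permutation p = 0.782). The sign of the eif3ea value turned to 0.03 with median scaling and to 0.08 with mean scaling.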

Only in the case of COP9 signalosome complex subunit 3 (*cops9*) did the coefficient of variation after qPCR exhibits an over 10 % higher value as compared to the microarray data. On the other hand, the results of qPCR analysis of mitochondrial translation initiation factor IF-3 (*mtif3*) indicate that expression level was more stable than that recorded during the microarray analysis (Fig. 4). Nonetheless, the qPCR validation confirmed the stability of those genes, which were subsequently used for qPCR data normalization.

**Fig. 4:**
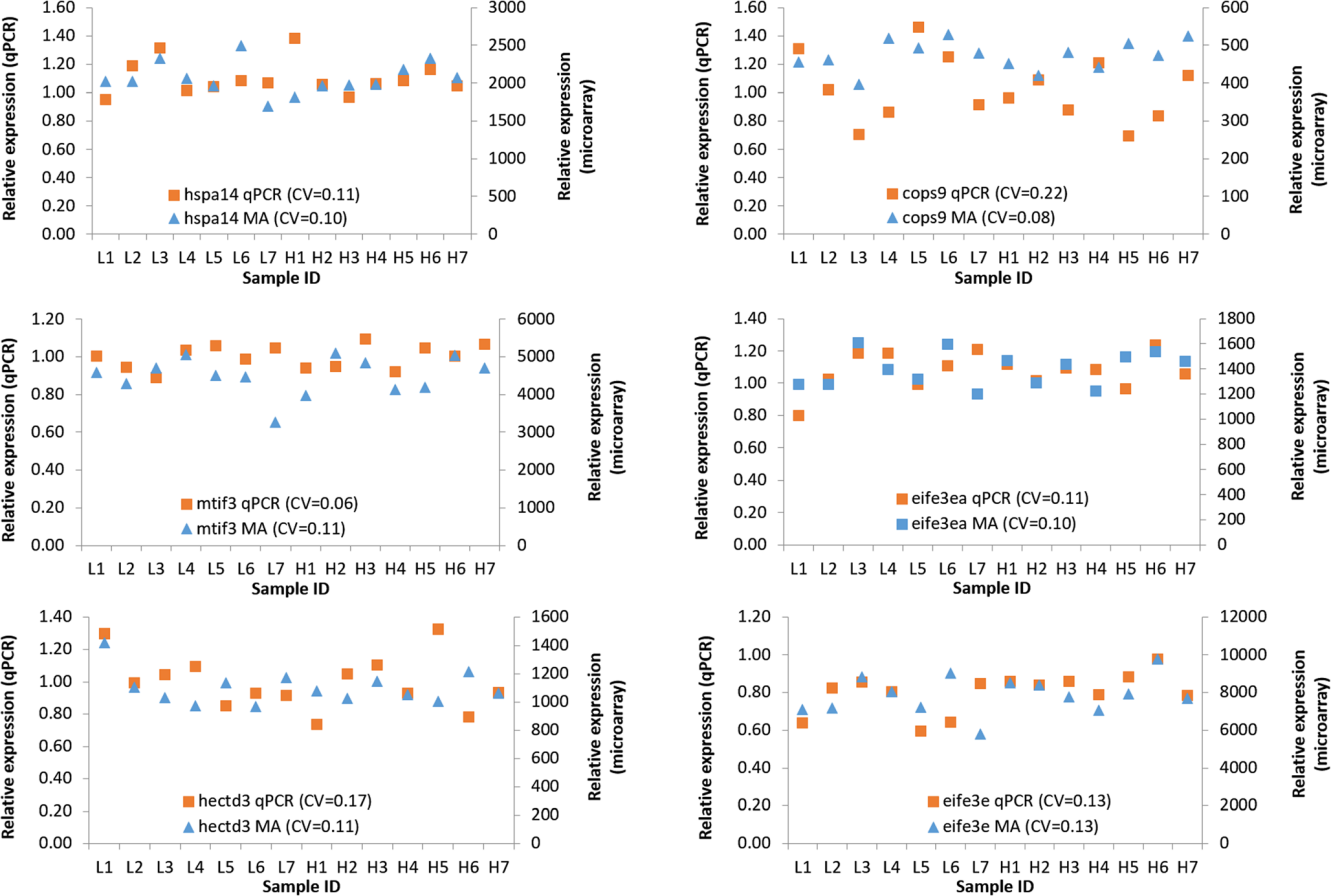
Relative expression level of the most stable genes (which were used for data normalization) recorded during the microarray (*MA*) analysis and qPCR analysis. For expression level of each gene, coefficient of variation (*CV*) was calculated and provided. Description and ontology of all the genes are given in Table 2. Sample ID represents egg samples assigned to different quality groups (L1–L7 for low egg quality group, H1–H7 for high egg quality group)

## Discussion

### Biological Egg Quality

Biological egg quality in finfishes is classically assessed through the monitoring of embryonic development at different stages and/or at hatching (Forniés et al. 2001; Żarski et al. 2011, 2012). For many fish species, the hatching rate has been considered more reliable than embryonic survival at earlier stages (Żarski et al. 2011; Schaerlinger and Żarski 2015). This is due to successive embryo mortality during incubation, which can be associated with impairment of important events occurring during embryogenesis, such as, for example, activation of the zygotic genome or the exhibition of serious developmental abnormalities (e.g., Schaerlinger and Żarski 2015). However, it should be highlighted that poor egg quality is very often manifested during early embryonic development (Chapman et al. 2014), which enables the use of early developmental stages (such as, e.g., the eight-cell stage) as a reliable quality indicator (Mommens et al. 2014). The data obtained in our study clearly indicate that embryonic survival at 3 HPF was reliable enough to estimate the overall quality of eggs in sea bass. This suggests that eggs without any developmental competence failed to develop at the earliest possible stage. A similar observation was also reported for striped bass, for which comparable survival of viable embryos was recorded up to 5 days post-hatch, even if originated from batches characterized by different quality (Chapman et al. 2014). In the case of sea bass, it was also previously reported that determination of embryonic survival was a reliable quality indicator (Saillant et al. 2001). It can thus be concluded that, in the case of sea bass, the embryos exhibiting high developmental competence at the earliest embryonic stages exhibited similar developmental competence later on.

### Differences Between the Groups of High and Low Quality

The results of our study clearly suggest the possible importance of genes responsible for intracellular protein degradation in the formation of egg developmental competence. One of the genes is ubiquitin carboxyl-terminal hydrolase 5 (*usp5*), whose expression was significantly higher in high quality eggs (confirmed also by qPCR). It encodes one of the deubiquitinating enzymes (DUB), which are enzymes involved in ubiquitin-mediated proteolysis of proteins (Nandi et al. 2006; Dayal et al. 2009). Through their important function, DUBs play a key regulatory role in many processes, from hereditary cancer to neurodegeneration (Nijman et al. 2005). Interestingly, another ubiquitin-related gene, E3 ubiquitin-protein ligase RNF213 (*rnf213*), encoding a probable ligase catalyzing the final phase of the formation of protein-ubiquitin complex (e.g., Liu et al. 2011), was upregulated in eggs of low quality, which is in accordance with the quality-related expression pattern of *rnf213* reported for Atlantic halibut (Mommens et al. 2014). The mRNA level of the other DUBs (e.g., ubiquitin-specific peptidase 11 and 14—*usp11* and *usp14*, respectively), as well as other genes related to the ubiquitin-related processes, was also reported to be positively correlated with egg quality in striped bass (Chapman et al. 2014). This suggests that DUBs and other ubiquitin-related genes can be considered a very important group of genes involved in the developmental competence of the egg in sea bass and should be considered important candidates for the overall transcriptomic profile of a “good” egg.

Both microarray and qPCR analysis revealed significant differences between the groups of low and high egg quality in terms of abundance of mRNA of interferon regulatory factor 7 (*irf7*) and fucolectin-4 (*fucolectin*), both involved in innate immune response (Bianchet et al. 2002; Mommens et al. 2014). Interestingly, *irf7* and another gene related with immune response (mhc class II antigen alpha chain—*mhc2a*) were found to be very important candidate markers of egg quality in Atlantic halibut (Mommens et al. 2014). Therefore, it may be suggested that the genes related with the immune system (including *irf7* and *fucolectin*) may constitute good candidates for molecular markers of egg quality.

To the best of our knowledge, the remaining successfully annotated genes [*polk*, BTB/POZ domain-containing protein KCTD12 (*kctd12*), glucosylceramidase (*gba*), centromere protein F (*cenpf*), mitochondrial TSFM Ts translation elongation factor (*tsfm*), translational activator GCN1 (*gcnl1l*), dolichyl-phosphate beta-glucosyltransferase (*alg5*), and plectin-like isoform (*plec*)] have not yet been reported to be egg quality-dependent in any fish species. However, their involvement in a variety of important processes, such as DNA repair (*polk*; Lone et al. 2007) or enzymatically dependent processes (regulated by *gba*; Church et al. 2004; Beavan et al. 2015), indicates their possible significant contribution to the transcriptomic profile of a “good” egg. This also refers to overexpressed *cenpf* in high egg quality—a gene encoding one of the centromere proteins and involved in the cell division process—with a biological function similar to the other centromere protein (centromere protein k—*cenpk*) found to be upregulated in low egg quality in striped bass (Chapman et al. 2014). This allows the suggestion that genes involved in physical cell division (such as *cenpf* and *cenpk*) should be more closely studied in terms of their contribution to egg quality-dependent transcriptomic profile.

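KCTD12 is a partner of G protein-coupled receptors at the plasma membrane, and Table 2 also gives it RNA binding. The signal of its mRNA was lower in eggs of high quality on all 3 of its probes. Probe CUST_2051_PI416070213 has the sequence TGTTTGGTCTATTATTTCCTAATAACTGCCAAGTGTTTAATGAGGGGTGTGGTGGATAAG, which holds the site of the reverse primer. Its log2 signal was -1.79 ± 0.32 (SD, n = 7) in high quality eggs and -0.87 ± 0.64 (SD, n = 6) in low quality eggs. This was a log2 fold change of -0.92 (limma standard error 0.247, adjusted p = 0.695). Of the 6 low quality batches, 5 lay above every high quality batch, and L3, at -2.03, lay among them. The lead probe CUST_2050_PI416070213 had a similar log2 fold change of -0.86 (limma standard error 0.452) with a wider spread. On it H1 stood at 0.28, where the other high quality batches lay between -2.47 and -1.55, and L7 at 0.81. On probe CUST_2051_PI416070213 the same batches stood at -1.32 and -0.97. Without H1 the log2 fold change of the lead probe was -1.17 (exact permutation p = 0.0195), and without L7 it was -0.56 (exact permutation p = 0.273). The difference on CUST_2051_PI416070213 was -0.94 within slide 1 (exact permutation p = 0.0571) and -0.92 within slide 2 (exact permutation p = 0.143), and on the lead probe -1.02 within slide 1 and -0.75 within slide 2 (exact permutation p = 0.286 and 0.229). With slide as a block in limma the log2 fold change of the lead probe was -0.96 (limma adjusted p = 0.432), and with array quality weights it was -1.06 (limma adjusted p = 0.475). In both fits it passed limma's threshold of 0.05 before adjustment.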

One of the very interesting genes overexpressed in the high egg quality group, as revealed by microarray (MA) and qPCR, is *plec*. This gene encodes plectin, which is a very large (>500 kDa) protein and an important cytolinker able to interact with a variety of cytoskeletal structures (Ackerl et al. 2007; Wiche and Winter 2011). In mice, the knockout of plectin (namely *plec1*) led to early lethality just after birth with signs of starvation and growth retardation (Ackerl et al. 2007). In humans, plectin (*PLEC1*) deficiency led to muscular dystrophy and pyloric atresia (Natsuga et al. 2010). Interestingly, the expression levels of the genes involved in cytoskeleton organization have already been found to be egg quality-dependent in rainbow trout (Bonnet et al. 2007). Considering that the assembly of the cytoskeleton also often involves membrane proteins (Herrmann and Aebi 2000), the importance of membrane protein (*mem-prot*), found to be overexpressed in high egg quality, could be additionally highlighted. This suggests that *plec*, together with other structural proteins (including *mem-prot*), may be considered in future studies on the profiling of the molecular “picture” of a “good” egg.

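Some membrane proteins anchor the cytoskeleton at the surface of a cell, and whether mem-prot does so is not known. The transcript listed under that name comes from a sea bass expressed sequence tag with a match only to an unspecified membrane protein. Table 2 gives no function, process or component for it. Its lead probe, CUST_1167_PI416070213, has the sequence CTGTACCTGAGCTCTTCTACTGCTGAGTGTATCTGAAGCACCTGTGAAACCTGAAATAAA and overlaps a probe that holds the end of the reverse primer. Its log2 signal was -1.26 ± 0.36 (SD, n = 7) in high quality eggs and -2.42 ± 0.61 (SD, n = 6) in low quality eggs. The difference of 1.16 (limma standard error 0.249, adjusted p = 0.695) is 2.24-fold and larger than the SD between batches in either group. H4 was the only high quality batch that did not lie above every low quality batch. The other 2 probes had log2 fold changes of 0.77 (exact permutation p = 0.0216) and 1.22 (exact permutation p = 0.00117), the second on CUST_1166_PI416070213, which lay under the filter on processed signal and was well above background in 3 of the 6 low quality batches. The difference on the lead probe was 1.03 within slide 1 (exact permutation p = 0.0286, the smallest that 4 batches against 3 allow) and 1.35 within slide 2 (exact permutation p = 0.0857). With slide as a block in limma it was 1.10. The paper picked the gene on these same arrays, so these p values are not separate support for it.
The paper found mem-prot and plec higher in high quality eggs on the microarray. By qPCR it found a significant difference for every panel gene but rab2a, so for these 2 as well, and only polk went the opposite way. The paper points to the part of membrane proteins in assembling the cytoskeleton. It also draws on the effects of plectin loss in mice and humans and on cytoskeleton genes in rainbow trout eggs. From these it proposes that structural proteins may be taken up in later work on the molecular picture of a good egg.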

In the overall transcriptomic profile of the egg, genes responsible for the translational processes were reported to be very important elements securing proper embryonic development (Lanes et al. 2013; Sullivan et al. 2015). Therefore, MA analysis in our study revealed three genes (*tsfm*, *gcnl1l*, *alg5*) which have direct involvement in the translational process, and for the first time, it is suggested that they have a relation with egg quality and may constitute a good basis for the determination of the transcriptomic profile of a “good” egg. However, further investigation is still needed.

### Conclusions

In our study, we have presented for the first time data on the transcriptomic profiling of sea bass eggs characterized by different quality. We confirmed the relevance of some of the genes already reported to be potential molecular quality determinants (mainly *rnf213* and *irf7*), but we also found new genes (mainly *usp5*, *mem-prot*, *plec*, *cenpf*), whose expression patterns were not reported to be quality-dependent in any fish species. Together, our results stress the importance of genes, or groups of genes, being involved in protein ubiquitination, translation, DNA repair, and cell structure and architecture, probably the mechanisms that contribute to egg developmental competence in sea bass. This study also indicates the importance of further genomic research (for different species and with high numbers of samples characterized by a high variation in egg quality) in order to verify whether these processes are involved in the determination of egg quality competence in other species and in other culture environments, which may be an important contribution for both science and aquaculture. Additionally, it must be emphasized that there is still a high number of uncharacterized genes (with unknown ontology) that may offer a very important contribution to our knowledge. Therefore, the efforts undertaken for the characterization of these genes will have significant importance for future studies. However, apart from many unanswered questions remaining, and new questions arising, the findings of our study may contribute to a better understanding of the molecular mechanisms behind egg quality in teleosts and may help in the determination of future research priorities for the determination of the molecular profile of a “good” egg.

How the deposited data were processed for this re-analysis (not part of the article)

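RNA of European sea bass eggs was measured on 1-colour Agilent arrays with 61657 spots for 24200 probes. The files hold 14 arrays from 13 egg batches, 7 of high and 6 of low quality. The 2 arrays labelled L2 correlated at 0.997 (SD of the difference 0.156 on the log2 scale), closer than any other pair of arrays, of which the next was H2 with H4 at 0.984 (SD 0.395). They were averaged and counted as 1 batch. L5 was not analysed here.

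The scanner files give, per spot, a processed signal in intensity units that the authors' Feature Extraction software (10.7.3.1 by the file headers and labels, 10.7.1.1 in the paper) had corrected for background and for trends across the array, without scaling between arrays. The same files give the mean brightness of the spot and the median of its local background, also as intensity values that the authors left uncorrected, and other values, which are the software's flags of 0 or 1 for spots well above background, saturated or outlying. The deposited table of the series holds log2 signals per probe, which the authors scaled by 1 factor per array to a common median of 6.30. Its values were checked against the scanner files and lay within 0.001 of their mean log2 signal, apart from 1 constant per array, for 100% of the probes. Genes were not centred.

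From the scanner files, control spots and outlier spots were left out, log2 processed signals were averaged over the 2 or 3 spots of a probe, and the 75th percentile of the array was subtracted. A probe was tested when its processed signal was above 50 in more than 50% of the batches. The paper filters on raw signal without naming the measure, so this filter need not be the paper's. The spots well above background and the median signal, which ranged from 45.6 to 135 over the arrays, set how well dim probes can be read, and the number of arrays limits the precision. High and low quality batches were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) and p values were adjusted by Benjamini and Hochberg. The paper's own rule, at least 2-fold between group means and an unadjusted p under 0.05 from its unpaired test, was applied to all probes, and then with the filter on processed signal. Single genes were compared with an exact two-sided permutation test, and correlations with the order of fertilization used 100000 permutations. Clustering used average linkage on 1 minus Pearson's correlation. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these. The tests were tried on simulated data of 13183 probes with the spread of the real batches, with 200 changed probes in each of 5 runs. limma found 96.6% and the paper's rule 98.6% of 4-fold changes, and on average 1.2 and 7 unchanged probes were called.

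The array files name no genes and give no accession. The 14 primer pairs of Table 1 were searched in the probe sequences. A probe was named when it held a whole primer, or at its own end at least 15 nt of a primer that ran off it, on either strand, and when it overlapped such a probe by at least 20 nt. By chance 0.0025 matches of primer ends were expected. This named 18 probes of 7 genes. The 7 others (irf7, usp5, plec, a hypothetical protein, cops3, mtif3 and hectd3) were not analysed here, nor were the other genes of Table 2. Before the data were examined, the rule for the genes to name was every gene of Table 2 or of the discussion that the files identify, the 10 probes with the largest change in each direction past the adjusted threshold or else those with the smallest limma p, and members of 19 gene lists. Without gene names, probes are given by ID for 2 higher and 2 lower, and the gene lists could not be matched to probes and were not run. Where a gene had several probes, the one with the highest mean signal leads.

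The alternatives fixed before the data were examined were other scalings (median, mean, quantile, and the 75th percentile of probes well above background), a normexp background correction with an offset of 50, the authors' table, no filter and a filter on probes well above background on at least 6 arrays, the arrays of L2 apart or 1 alone, slide as a block, the shared sample numbers as a block, array quality weights, the fold threshold, leaving out each batch, and leaving out L6 and H1. The sample numbers do not pair the batches: deviations of batches with the same number correlated between -0.35 and 0.34. Chosen after the data were seen were the fits within each slide, those without L7 and H1, median scaling with the arrays of L2 apart, a filter on the mean brightness of the spots with the background left in, a filter on signal above 50 in more than 50% of the batches of either group, and clustering on the probes past the paper's rule. Between the 2 slides, 119 probes differed at a limma adjusted p under 0.05 and 2622 at an unadjusted p under 0.05, and batches of both groups lay on each slide.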

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

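The tests on L7 and H1 and on probes that go from bright to background were chosen after the values were seen. What the counts over other divisions of the batches would show was also written down only after they were seen, except for the divisions within slides.

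In 8 of 24 groups of values 1 batch lay far from the others of its group, where chance gives about 1.2, and all 8 were L7 or H1. Of the spots on the array of L7, 88.5% were well above background, against 63.8% to 69.9% in the other low quality batches. The interquartile range of its log2 signal was 4.47, against 6.57 to 6.78, and its 75th percentile lay 2.27 above its median, against 2.82 to 2.91. Its share of outlier spots was 2.27%, against 1.27% to 1.58%. On the array of H1 the share of outlier spots was 3.13%, against 1.20% to 1.48% in the other high quality batches, and the 75th percentile lay 2.45 above the median, against 2.76 to 2.95. H1 also had the highest value in its group for the lead probes of kctd12, at 0.284 against -2.47 to -1.55, and of polk, at -2.62 against -4.27 to -3.94.

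The pattern weighed here is that dim probes (median log2 signal from 3 up to that of a processed signal of 50, 3955 probes) lay higher on the arrays of L7 and H1, by a median of 0.83 and 0.35 on the log2 scale. Across those probes the deviations of L7 and H1 correlated at 0.65, and across 13158 brighter ones at 0.44. The slide they share is argued against, since the highest median deviation on its other arrays was 0.09. For L7, hybridization that follows the sequence of the probe may be part of the cause. There the deviation of dim probes correlated with their count of purines at 0.406, where the highest of the other 12 arrays was 0.234. For H1 the same correlation was 0.21, inside the range of the others, so it does not decide. A larger amount of these transcripts in the eggs is argued against as the whole cause for L7, and for H1, because probes that overlap on 1 transcript differed more there. Over 443 pairs the SD of their difference was 1.05 on L7 and 0.936 on H1 on the log2 scale, and between 0.454 and 0.619 on the other 12 arrays. The correlation within these pairs was 0.498 on L7 and 0.612 on H1, where the lowest of the others was 0.637. On H1 the probes of rab2a lay up to 2.18 apart after each was set against its median over the batches, and those of kctd12 up to 1.47. L7 and H1 are also neighbours in the order of fertilization. The next batches on either side, L6 and H2, did not share the deviation, with medians of -0.17 and -0.04 over the dim probes. A trait of the eggs of L7 and H1 stays open and was not tested. Whether the outlying shares of spots and the values of kctd12 have the same source was not tested, and the lead probe of kctd12 is not dim (median signal 222).

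More probes had less signal in high quality eggs than more before the filter (79 against 24). Chance division is not excluded for this difference of 55, since 917 of the 1716 divisions of the batches gave one as large (highest 1293). Without L7, 29 probes were lower and 51 higher, without H1 246 and 17, and without both 97 and 41. Whether the array of L7 is the whole cause stays undecided, since leaving it out turned the direction. Within slide 2, where neither array lies, 620 were lower and 98 higher, the largest difference over the 35 divisions of its 7 batches. That fit was chosen after the data were seen and rests on fewer batches. It shows that lower probes can prevail without L7, not what made the difference over all batches. Without L7 and H1, 168 of 462 divisions gave a difference as large. Divisions of the batches that put L7 and H1 in 1 group gave a median of 283 probes past the thresholds (49 divisions, at most 1208), and those that parted them 62.5 (50 divisions, at most 321), as egg quality does. For the final list the medians were 13 and 11, at most 123 and 49, so the medians lie apart before the filter and close together after it.

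Chance division of the batches was weighed with 100 of the 1716 divisions into 7 and 6, the real one included, and can be excluded for none of the 3 counts above 0. limma's count at an adjusted p under 0.05 was 0, which all 100 divisions reach whatever the data (highest other 3), so this count decides nothing. limma's unadjusted count was 911 (882 in the methods' test) and was reached or passed by 22 of the 100 (highest other 2380), the 103 probes before the filter by 51 (highest other 1208) and the final 16 by 37 (highest other 123). The 50 divisions that part L7 and H1, as egg quality does, gave a median of 62.5 probes before the filter and at most 321. Against those alone the 103 lies above the median and inside the range. The 100 divisions do not keep the slides apart. With slide as a block, limma's unadjusted count was 1514, and of the 300 divisions that keep the number of high quality batches on each slide and leave L2 in its group, 20 gave a count as large (highest other 2258). The 161 probes before the filter were reached or passed by 80 of the 300 (highest other 1992) and the final 13 by 145 (highest other 114), so chance is not excluded there either.

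The paper does not report on probes that are bright in some batches and at background in others. There were 27 tested probes with a range of at least 64-fold between batches and at least 1 batch not well above background (median range 7.44 on the log2 scale). They make 23 transcripts when overlapping probes are joined, and 21 when probes next to each other in ID that move together are joined too. CUST_8348_PI416070213 lay at -8.14 in L1 and -7.32 in L4, and between -0.52 and 1.13 in the 11 other batches. CUST_6892_PI416070213 lay at -8.17 in H5, -6.74 in H3 and -5.08 in L4, and at 2.79 in L7. Egg quality is argued against as the whole cause, because 24 of the 27 had as large a range between batches of 1 quality group. The smallest exact permutation p between the groups was 0.0688. Noise of single spots, or a sequence difference under a single probe, is argued against for 7 probes. Of these, 2 correlated at 0.951 or more across batches with another probe of their transcript that shares no base with them. The other 5, among them CUST_5698_PI416070213 with CUST_5699_PI416070213 and CUST_18034_PI416070213 and CUST_18035_PI416070213, each with CUST_18036_PI416070213, correlated at 0.927 or more with a probe up to 2 away in ID that shares no run of 12 nt with them, where 0.0124 such matches are expected by chance over 77 comparisons. For the other 20 probes a sequence difference and a change in the transcript cannot be told apart, since no probe of these kinds moved with them. Of 13 with an overlapping probe, 9 correlated with it at over 0.9, but overlapping probes share bases. Between the 2 arrays of L2 these probes differed by a median of 0.10 on the log2 scale. A difference between the females, such as a transcript that some of them lack, stays open as a hypothesis and was not tested.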

How the results depend on the processing

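Fits within a slide, without L7 and H1 together, with a filter on brightness with the background left in, with a filter on signal in either group, and on median scaling with the arrays of L2 apart, and the clustering on the 16 probes, were chosen after the data were seen. The cause of a change was not tested unless a smaller or larger set of samples or probes makes it. In limma the count at an adjusted p under 0.05 stayed at 0 under each alternative run, except with the methods' test without adjustment (882, against 911 unadjusted in limma). The smallest adjusted p lay between 0.0749 (without L3) and 0.922 (without L4), and the unadjusted count was 1783 without L3, 1514 with slide as a block, 1333 with array quality weights, 566 without L4, 407 with median scaling and 392 with the authors' table (661 expected by chance).

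The 103 probes before the filter became 68 with mean scaling, 7 with normexp, 37 with the filter on probes well above background, 161 with slide as a block, 61 with the sample numbers as a block, 242 with array quality weights, 1569 with no fold threshold, 261 without L6 and H1, 718 within slide 2, and 0 with Benjamini and Hochberg adjustment. Leaving out 1 batch gave 67 (without H6) to 284 (without L1), with 263 without H1 and 176 without L3. The direction (24 higher, 79 lower) became 58 and 25 with quantile normalization, 36 and 32 with mean scaling, 31 and 30 with the sample numbers as a block, and 51 and 29 without L7. The final 16 probes became 5 with normexp, 103 with no filter, 37 with the filter on probes well above background, 26 with array quality weights, 29 with the filter on brightness, 882 with no fold threshold, 34 within slide 1, 33 within slide 2 and 0 with adjustment. Leaving out 1 batch gave 8 (without L6 or without L7) to 33 (without L3), with 10 without H2 or H6. Its direction (13 higher, 3 lower) became 4 and 6 without H2, 6 and 6 without H3, and 7 and 7 without L4. With a filter on signal in either group it was 18 and 3.

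mem-prot stayed higher in high quality eggs in all 35 alternatives (0.73 to 1.35), and its p rose over 0.05 only within slide 2 (1.35, exact permutation p = 0.0857). kctd12 stayed lower in all 35 (-1.18 to -0.56). Its lead probe passed an unadjusted p of 0.05 in 6, with slide as a block, array quality weights, or without H1, L3, L6 and H1, or L7 and H1. polk turned to 0.39 within slide 1 (range -0.57 to -0.13 over single batches left out). rab2a turned to 0.04 without L7 (range -0.50 to 0.04 over single batches left out). hspa14 came to 0.00 with mean scaling. eif3ea turned to 0.03 with median scaling, with the authors' table and with median scaling and the arrays of L2 apart, and to 0.08 with mean scaling and within slide 1. eif3e turned to -0.10 within slide 2. Leaving out 1 batch took eif3ea from -0.07 to 0.04 and eif3e from -0.03 to 0.08.

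The coefficients of variation moved by less than their error, except eif3ea with median scaling (0.0958) and the authors' table (0.0966). Clustering placed 4 batches with the other group on all tested probes, against 1. Of the correlations with the order of fertilization, mem-prot turned to -0.46 within high and -0.26 within low quality, kctd12 to 0.71 and rab2a to 0.60 within low quality, polk to -0.08 with Pearson's r and -0.28 without L1 and H7, eif3e and eif3ea to -0.11 within high quality, and eif3ea to -0.04 and hspa14 to -0.05 without L1 and H7. The gene list tests were not run. Dim probes limit the values: on the lead probe of polk the processed signal was above 50 in 4 of 13 batches and the brightness in 11.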

Differences from the paper's values

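At the paper's thresholds on fold and unadjusted p, the paper's count is 461 differentially expressed genes, and 103 probes passed here (6 low quality batches where the paper has 7 samples per group). None of the 29 alternatives set before the data were examined came within 1.5 times the paper's count. Of the alternatives chosen after seeing the values, 718 probes passed within slide 2.

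After the filter on raw signal the paper's count is 39, and 16 probes passed here with the filter on processed signal, which need not be the paper's measure. Of 30 alternatives set before the data were examined, 3 fall within 1.5 times of it: 37 probes with the filter on probes well above background on at least 6 arrays, 26 with array quality weights, and 33 without L3. The other 27 do not. Of the alternatives chosen after seeing the values, 29 probes passed with the filter on brightness with the background left in, and 34 and 33 within slide 1 and slide 2. How many of the paper's own genes these drop is not known, since the files name no genes.

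For polk, the microarray means in the paper's Fig. 3, read by eye, are about 72 in low and about 33 in high quality eggs, a log2 ratio of about -1.1, and the value here is -0.34. The paper's ratio is that of group means on a linear scale, and the value here is a difference of mean log2 signals. These measures are unlike, so part of the gap may come from the measure. Which probe the paper used is not known. This holds for the other genes read from Fig. 3 as well. All 29 alternatives set before the data were examined differ as well. Of those chosen after seeing the values, -0.88 within slide 2 comes within its error of the paper's value. The paper keeps polk among the genes past the filter on raw signal, and here its lead probe had a processed signal above 50 in 4 of 13 batches and did not pass. By brightness with the background left in, chosen after seeing the values, it was above 50 in 11 of 13 and passed, so whether polk fails the paper's filter cannot be said from these files.

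For rab2a, the means in the paper's Fig. 3 are about 96 and about 53, read by eye, a log2 ratio of about -0.86, and the value here is -0.28. The measures are unlike in the same way as for polk. It comes within its error of the paper's value without H1 (-0.48), without L1 (-0.48), without L3 (-0.50) and without L6 and H1 together (-0.51), and not in the other 25 alternatives set before the data were examined.

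The paper lists polk, rab2a and kctd12 as differentially expressed on the microarray. The lead probes had exact permutation p values of 0.423, 0.539 and 0.128 here. The lead probe of kctd12 had an unadjusted p under 0.05 with slide as a block, with array quality weights, without H1, without L3 and without L6 and H1, and, chosen after seeing the values, without L7 and H1 (log2 fold change -0.86). The 2 other probes of kctd12 had 0.00816 and 0.00758, and the direction of all 3 genes was that of the paper. For mem-prot, the means in the paper's Fig. 3, read by eye, are about 120 in low and about 240 in high quality eggs, a log2 ratio of about 1.0, and the value here is 1.16, within its error. Of the 29 alternatives set before the data were examined, 6 differ: normexp (0.73), mean scaling (1.26), and without H4 (1.29), L1 (1.28), L3 (1.26) or L7 (1.27).

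The paper reports that unsupervised clustering of its genes set L6 among the high quality samples and H1 among the low quality ones. On the 16 probes past its thresholds here, which are not its gene list, L6 and H1 stood with their own groups and H4 with the low quality batches. On all tested probes H1 stood with low quality batches and L6 with its own group.

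The paper describes hspa14, eif3ea and eif3e as among the genes with the most stable signal. This depends on the scaling. On the lead probes, 14.9%, 17.6% and 20.3% of the tested probes had a lower coefficient of variation with the 75th percentile, and 1.46%, 0.129% and 2.90% with the median, which is close to the scaling of the authors' table. The paper picked the genes on these arrays, so the low shares with the median are not separate support. Another probe of hspa14, CUST_19574_PI416070213, had 0.0933 with the 75th percentile, and 2.10% of the tested probes lay lower.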

Other observations

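Most of the probes past the paper's rule before the filter were dim. Of the 103, 87 failed the filter, and the direction of the list turned with it: 79 were lower and 24 higher in high quality eggs before the filter, and 3 were lower and 13 higher after it. With 7 high and 6 low quality batches, a signal above 50 in more than 50% of them can be met by the high quality batches alone and not by the low quality batches alone, so the filter does not treat the groups alike. A filter met in either group, chosen after the data were seen, left 18 higher and 3 lower, so removing this asymmetry in group size did not reduce the lean to higher probes. Both filters use the signal before scaling, which was brighter on high quality arrays. The median of their 75th percentiles was 689, against 494 on low quality arrays. Whether the cutoff of 50 favours high quality batches for that reason was not tested. The filter on probes well above background on at least 6 arrays left 22 higher and 15 lower. The turn depends on single batches and on the scaling. After the filter 6 were lower and 4 higher without H2, 6 and 6 without H3, and 7 and 7 without L4, and before it 25 were lower and 58 higher with quantile normalization. The median over all tested probes of high minus low was -0.02 with the 75th percentile, 0.03 with the median and 0.08 with the mean, and limma's count at an unadjusted p under 0.05 was 911 with the 75th percentile and 407 with the median.

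The order of fertilization, from L1 to H7, was compared with the 7 named lead probes. It sets every low quality batch before every high quality one, so a difference between the groups alone gives a correlation with it. mem-prot had Spearman's rho 0.54 (permutation p = 0.0576, 0.403 after Benjamini and Hochberg adjustment over the 7 genes) and Pearson's r 0.64 (permutation p = 0.0205). Without L1 and H7, which lie at the ends of the order, rho was 0.62 and r 0.70. Within the 7 high quality batches rho was -0.46 (exact permutation p = 0.302), and within the 6 low quality batches -0.26 (exact permutation p = 0.658). Both have the opposite sign to the rho over all batches. So few batches can show only a strong relation within a group, and a weaker one is not excluded. kctd12 had rho -0.45 (permutation p = 0.124) and r -0.39 (permutation p = 0.192), and without L1 and H7 rho -0.45 and r -0.35. The other 5 genes had rho between -0.07 and 0.23. Over the 13183 probes with a value in every batch, 0 had an adjusted permutation p under 0.05 for rho, and 684 had an unadjusted p under 0.05, where 659 are expected by chance. With median scaling the count was 413 and without L1 and H7 513.

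A group of 6 probes, CUST_3163_PI416070213 to CUST_3168_PI416070213, was picked after its values were seen. Its median log2 signal was 5.25 in H1, 4.24 in L1 and 3.93 in L7, and between -0.77 and 3.18 in the 10 other batches.

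On CUST_4873_PI416070213, also picked after its values were seen, the batches lay at 3 levels: L2, H3 and H7 between -7.60 and -7.50, 5 batches of both groups (L1, L4, L6, L7 and H1) between -1.66 and -0.41, and the 5 others (H2, H4, H5, H6 and L3) between 1.01 and 2.39. The exact permutation p between the quality groups was 0.781. Probe CUST_4875_PI416070213, which shares no base with it, correlated with it at 0.951.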
